A study of Arachis hypogaea with 18 samples.

How the data were processed

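The data were RNA sequencing counts per gene from roots of peanut, Arachis hypogaea, an allotetraploid legume that carries an A and a B subgenome. Per the labels, plants were grown in soil and infected with a SEMIA strain of Bradyrhizobium, a nodule-forming soil bacterium, and libraries were made from 1 µg of total RNA with a TruSeq kit and sequenced on an Illumina HiSeq instrument. The 18 samples form 6 groups of 3: uninfected roots 10 days after germination, infected roots at 1, 4, 8 and 12 days post infection (dpi), and a sample named as nodule at 28 days after infection. The tissue label of the nodule-stage samples is root, as for the others, so the stage is named here by its title and its day. The title of the first group carries an abbreviation that was read as uninfected, because its age is given from germination and not from infection. Its symbiont label, however, is the same as that of the infected samples. The reading is therefore uncertain, and every comparison with uninfected roots depends on it.

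The authors deposited raw counts per gene, 1 table for each sample, with no normalization. The file names, the only source for the upstream steps, state raw counts against the A-genome (Aradu) and B-genome (Araip) gene identifiers together, and abbreviations that were read as single reads of 50 bases aligned by TopHat2 with Bowtie2 and up to 3 mismatches. Tables carry no header line. Their closing lines are tallies in the layout of htseq-count: uniquely aligned reads outside genes, reads in more than 1 gene, and alignment records that were not unique. The last are kept apart from the gene counts, so reads that match an A and a B copy equally well are missing from both genes, and a gene with a near-identical copy is undercounted by an unknown amount. The not uniquely aligned tally counts alignment records and not reads. Software versions, genome build and annotation release are not stated in the labels or the files.

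Gene totals per sample lay between 16341649 and 32410669 counts. At these totals 3 counts, the smallest number taken here as detectable, corresponded to 0.0926 to 0.184 CPM, the count of a gene scaled to a library of 1e+06 counts. The Wilson 95% interval of a subgenome's share in 1 sample had a half-width of 0.0172 to 0.0242 percentage points. These intervals and floors cover counting error only, because reads without molecular identifiers are not independent molecules.

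The file names of all replicate 3 samples (6 samples) carry a shipment date and those of replicates 1 and 2 (12 samples) do not. Shipment was therefore taken as a possible technical batch that separates replicate 3 from replicates 1 and 2 in every group. The model behind the reported counts has no term for it, and shipment entered as a covariate only in alternative fits. The replicate numbers are shared between groups in the labels, and the pairing used in the block analysis is taken from the labels.

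Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 47352 of the 78574 listed genes, and libraries were scaled by TMM. All 18 samples entered 1 quasi-likelihood model (estimateDisp, glmQLFit and glmQLFTest) with the group as the only term and 12 residual degrees of freedom. The common biological coefficient of variation was 41.9%. Each infected stage was compared with uninfected roots (5 comparisons), each stage with the one before it (4 comparisons), and all 6 stages were compared together. P-values were adjusted by the Benjamini-Hochberg method within a comparison, and a gene was called at an adjusted p under 0.05. Standard errors of log2 fold changes were derived from the fold change and the F statistic. Fold changes of genes with 0 counts in a group depend on the small prior count that edgeR adds. Shares of counts were compared by two-sided exact permutation tests of 3 samples against 3, whose smallest possible p is 0.1. With the replicate number as a block, these became sign-flip tests of 3 pairs, whose smallest possible p is 0.25. Principal components and correlations used log2 CPM with a prior count of 1. Figures were drawn with matplotlib 3.10.9.

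The genes named in the text follow a rule set before the data were examined. Among genes called between the nodule stage and uninfected roots, with at least 10 counts in every replicate of the higher group and no overlap between the groups in CPM, the 2 with the largest rise and the 2 with the largest fall were named. The tables do not pair the identifiers with gene names, and 0 of them matched the peanut gene table at hand, which follows another assembly. No gene names or positions are given for this reason, and no check of GC content or gene length was made.

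Alternatives set before the data were examined were DESeq2 size factors or plain totals in place of TMM, no filter on low counts (at least 1 count in all), a filter of at least 10 counts in every sample, DESeq2 1.42.0 in place of edgeR, the replicate number as a block, shipment as a covariate, a fit to the samples of the 2 groups alone, an added threshold of 1 on the log2 fold change, other definitions of the shares, and the omission of each replicate in turn. Summing replicates 1 and 2 of each group was added after their near-identity was seen. The model was tested on simulated counts drawn from the means and dispersions of the real genes: 90.5% of 200 genes changed 8-fold were called, as were 9 unchanged genes, and 0 genes were called in a comparison without changes. The changed genes were drawn from the more abundant genes only. All simulated replicates were independent, with no shipment difference and no tie between replicates 1 and 2. The test therefore does not cover genes with few counts or the replicate structure of the real data. Simulations with such a tie are given among the other observations.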

Results

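Transcript counts were collected from peanut roots over the course of infection by Bradyrhizobium, to follow gene expression during the progression of the symbiosis. There were 3 samples of each of 6 stages: uninfected roots, infected roots at 1, 4, 8 and 12 dpi, and the nodule stage at 28 dpi. The uninfected roots, taken 10 days after germination, were the only control, so time after infection and plant age were not separated by the design. The nodule-stage samples carry nodule in their title and root as their tissue label. Whether their tissue differs from that of the other stages is not known, so tissue was not separated from stage there either. The tables listed 78574 genes, 36734 with A-genome and 41840 with B-genome identifiers, of which 12937 had 0 counts in every sample. Mean gene totals were 20.4 ± 3.55 M counts (mega-counts, SD, n = 3) in uninfected roots, 19.3 ± 2.25 M at 1 dpi, 25.4 ± 2.88 M at 4 dpi, 26.7 ± 5.09 M at 8 dpi, 22.3 ± 5.84 M at 12 dpi and 21.5 ± 5.14 M at the nodule stage. The lowest total was 16341649, in replicate 1 at 12 dpi, and the highest was 32410669, in replicate 2 at 8 dpi. Between 59473572 and 128267256 alignment records per sample were not unique and were not counted in genes. After the filter on low counts 47352 genes were tested, 22485 from the A and 24867 from the B subgenome.

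Replicates were compared before they were averaged. Across genes, log2 CPM of replicates 1 and 2 correlated at a median r of 0.974 over the 6 stages, with a range of 0.962 to 0.978. Replicate 3 correlated with replicate 1 or 2 at a median of 0.894, with a range of 0.842 to 0.911. The lowest values, 0.842 and 0.846, were those of uninfected roots, the only control. Genes are not independent replicates, and these coefficients describe pairs of samples. The biological coefficient of variation had a median of 11.5% between replicates 1 and 2 and of 44.4% between replicate 3 and either of them. For replicate 3 it was 61.8% and 61.5% in uninfected roots and at most 52% in the other stages. Replicates 1 and 2 still differed by more than sampling noise: the median chi-square statistic of a gene exceeded its value under pure sampling by 2.33 to 5.18 times in the 6 pairs, and by 17 to 40.6 times in pairs with replicate 3. Replicates 1 and 2 were therefore not treated as a library deposited more than once, and n = 3 follows the labels. Libraries from the same RNA or plants can also differ by more than sampling noise, so whether the pair are independent samples was not established. The number of genes called between the nodule stage and uninfected roots was 5523 with the pair as separate samples and 152 with the pair summed, an alternative chosen after the data were seen. The first principal component held 31.6% of the variance and the second 14.7%. On the second component all 6 replicate 3 samples lay between 42.5 and 139, and the other 12 samples had negative values. With shipment as a covariate, 12942 genes differed between the shipments at an adjusted p under 0.05 (edgeR quasi-likelihood test), 6892 of them higher and 6050 lower in replicate 3.

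**Figure D1:**
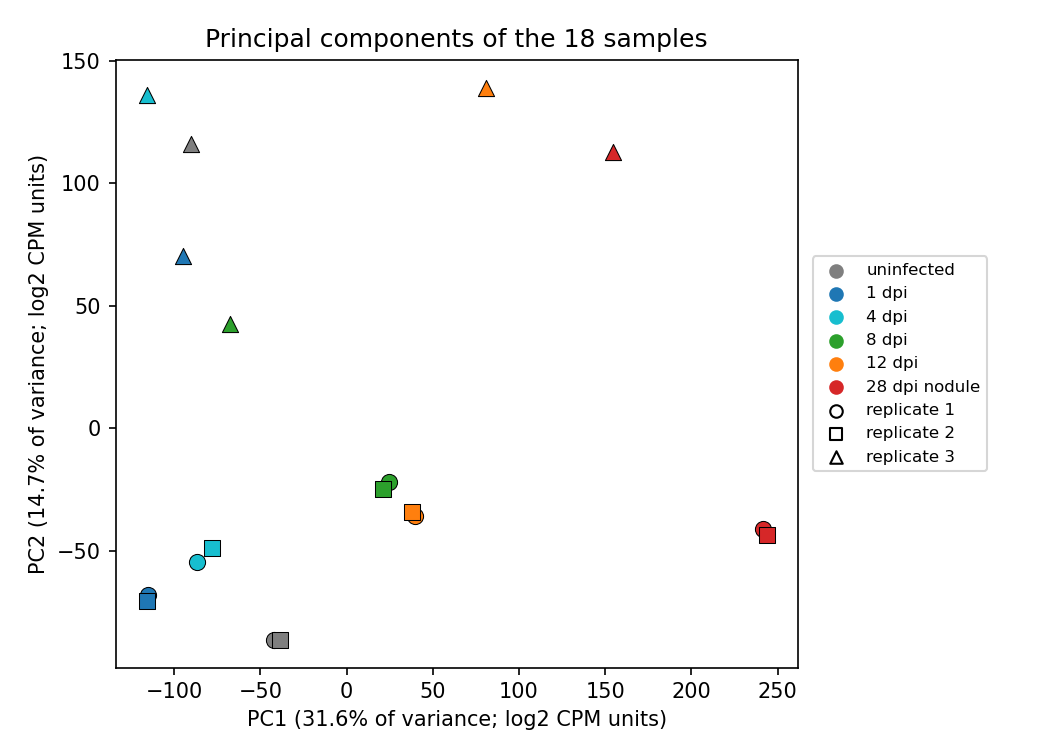
First and second principal components of log2 CPM for the 18 samples, in log2 CPM units, with stages as colours and replicate numbers as marker shapes. Replicates 1 and 2 of a stage lie next to each other, and the 6 replicate 3 samples lie apart at 42.5 or more on the second component.

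The comparisons of infected stages with uninfected roots asked which genes change as the infection proceeds. By edgeR's quasi-likelihood test, 0 genes were called at 1 dpi, where the smallest adjusted p was 0.104 and 4940 genes had an unadjusted p under 0.05. At 4 dpi 942 genes were called, 453 higher and 489 lower than in uninfected roots. At 8 dpi 1 gene was called, which was higher, and 6256 genes had an unadjusted p under 0.05. At 12 dpi 607 genes were called, 499 higher and 108 lower. At the nodule stage 5523 genes were called, or 11.7% of those tested, with 2917 higher and 2606 lower. With plain totals in place of TMM this balance was reversed, at 2372 higher and 3356 lower. By chance 2368 of the tested genes would have an unadjusted p under 0.05. The median absolute log2 fold change of the called genes was 1.70 at 4 dpi, 2.76 at 12 dpi and 2.04 at the nodule stage. All 559 genes called at both 12 dpi and the nodule stage changed in the same direction. Of the 342 genes called at both 4 dpi and the nodule stage, 323 did so. These comparisons share the same uninfected samples, and the genes were selected as called in both, which favours the same direction. The agreement expected without a shared change was not determined, so no conclusion is drawn from it.

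The counts above come from a model without a term for shipment. With shipment as a covariate, the counts against uninfected roots were 26 at 1 dpi, 2346 at 4 dpi and 504 at 8 dpi. They were 1478 at 12 dpi and 8537 at the nodule stage. That fit still takes replicates 1 and 2 as independent samples. With the replicate number as a block, 3 genes were called at 1 dpi, 1556 at 4 dpi, 1 at 8 dpi, 1017 at 12 dpi and 7496 at the nodule stage, each against uninfected roots. The pairing is taken from the labels. In a check of it, deviations from the stage means correlated across genes at a mean r of 0.172 between samples of different stages with the same number and of -0.0727 between samples with different numbers. Replicate 3 set this difference: the mean r was 0.146 for replicate 1 with 1 and 2 with 2, and 0.136 for 1 with 2. Deviations sum to 0 within a stage, so the same-number and different-number values are tied and not separate evidence. The difference of replicate 1 minus 2 correlated between stages at a mean r of 0.0142, with a range of -0.0469 to 0.101. The check therefore gave little evidence for the pairing of numbers 1 and 2.

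The omission of replicates moved these counts far in both directions. Without replicate 1 or without replicate 2, the counts were 0 at 1, 4, 8 and 12 dpi, and 155 and 87 at the nodule stage. Without replicate 3, which leaves the 2 replicates of 1 shipment in each group, they were 9766 at 1 dpi, 14501 at 4 dpi, 14462 at 8 dpi, 10183 at 12 dpi and 21045 at the nodule stage. Replicate 3 was a single sample per stage in the other shipment, so no test was possible there. The log2 fold changes from replicates 1 and 2 and those from replicate 3 were compared across all tested genes instead. Their Pearson r was 0.0319 at 1 dpi, 0.153 at 4 dpi, 0.0709 at 8 dpi, 0.372 at 12 dpi and 0.348 at the nodule stage. Among the genes called at the nodule stage 95.3% had the same sign in both shipments, a share that their selection over all 3 replicates favours. When replicates 1 and 2 were summed into 1 sample, an alternative chosen after the data were seen, 152 genes were called at the nodule stage and 0 at 1, 4, 8 and 12 dpi.

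**Figure D2:**
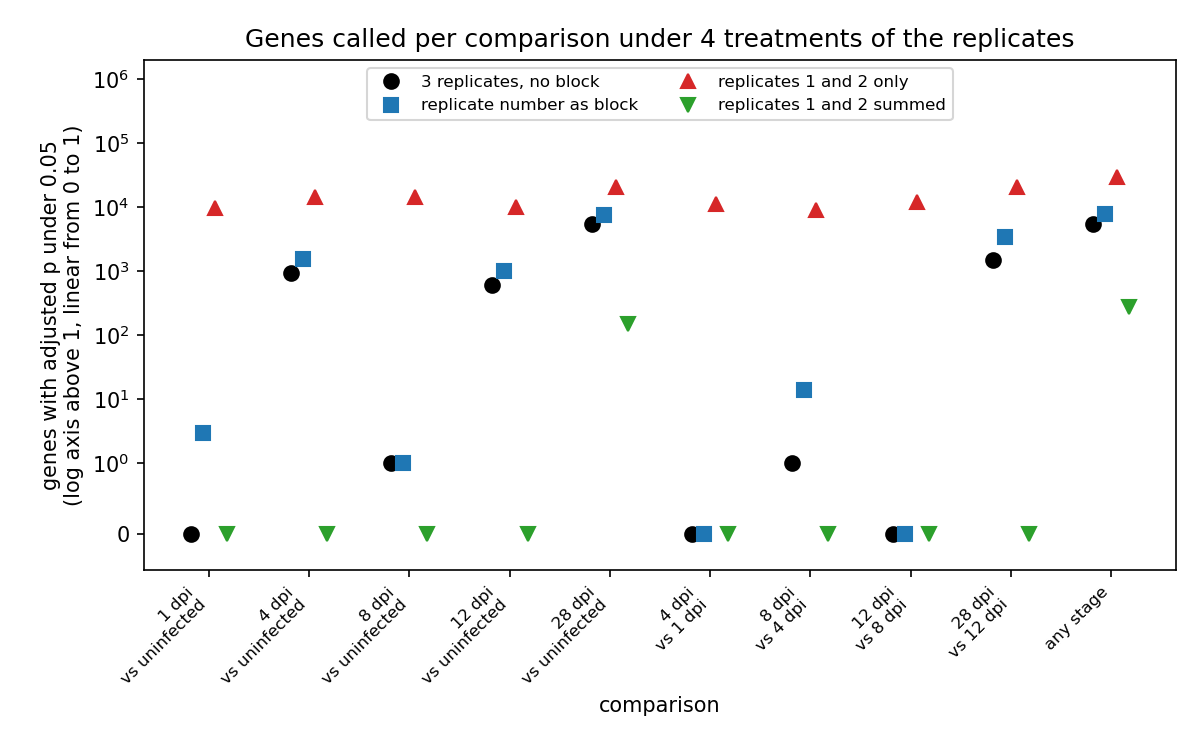
Number of genes with an adjusted p under 0.05 for each comparison, on an axis that is logarithmic above 1 and linear from 0 to 1. Markers stand for the model of all 3 replicates, the replicate number as a block, replicates 1 and 2 only, and replicates 1 and 2 summed; at the nodule stage against uninfected roots these gave 5523, 7496, 21045 and 152 genes.

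Successive stages were compared to ask when expression shifts. Without a block, 0 genes were called between 1 and 4 dpi, 1 between 4 and 8 dpi and 0 between 8 and 12 dpi, while 4215, 3009 and 2303 genes had an unadjusted p under 0.05. Between 12 dpi and the nodule stage 1486 genes were called, 583 higher and 903 lower at the nodule stage. A difference in tissue, which the labels leave open, would enter this comparison as well as time. With the replicate block, paired by the labels, the 4 counts were 0, 14, 0 and 3469. In replicates 1 and 2 alone they were 11387, 8984, 12014 and 20421, and with replicates 1 and 2 summed each was 0. Log2 fold changes of the shipments correlated across genes at an r of 0.122 from 1 to 4 dpi, 0.13 from 4 to 8 dpi, -0.0562 from 8 to 12 dpi and 0.216 from 12 dpi to the nodule stage. From 8 to 12 dpi only 44% of the genes had the same sign in both shipments.

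The joint test of any difference among the 6 stages called 5438 genes, or 11.5% of those tested, and 7871 with the replicate block, paired by the labels. In replicates 1 and 2 alone it called 30079 genes, and with these summed 275. A-genome genes made up 47.5% of the tested genes, 47.7% of the genes called in the joint test and 48% of those called between the nodule stage and uninfected roots.

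Of the genes called at the nodule stage, 2756 rising and 2192 falling genes met the rule for naming. The largest rise was in the B-genome gene Araip.8I8HL, from 0.0321 ± 0.0556 CPM (SD, n = 3) in uninfected roots to 9803 ± 6111 CPM at the nodule stage. Its log2 fold change was 17.97 with a standard error of 2.33 and an adjusted p of 0.000211 in edgeR's quasi-likelihood test. The uninfected replicates held 0, 2 and 0 counts and the nodule-stage replicates 105553, 167640 and 270365. The stages between differed by shipment: at 8 dpi replicates 1 and 2 had 317 and 244 CPM and replicate 3 had 14.1 CPM, while at 12 dpi they had 173 and 155 CPM and replicate 3 had 3991 CPM. Without replicate 1 or without replicate 2 its adjusted p at the nodule stage was 0.0517 and 0.068.

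The next largest rise was in the A-genome gene Aradu.P7W5S, from 0.0321 ± 0.0556 CPM (SD, n = 3) to 3932 ± 2421 CPM. Its log2 fold change was 16.65 with a standard error of 2.04 and an adjusted p of 0.000224 in the edgeR test. At 8 dpi its values were 110 and 88.4 CPM in replicates 1 and 2 and 6.27 CPM in replicate 3, and at 12 dpi they were 82.8, 92.6 and 1484 CPM. Without replicate 2 its adjusted p was 0.075. The sharing of reads between these genes and near-identical copies is unknown, and their levels are uncertain to that extent.

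The largest fall was in the B-genome gene Araip.BJA2B, from 6.31 ± 2.58 CPM (SD, n = 3) in uninfected roots to 0 CPM in all 3 nodule-stage samples, where the smallest detectable level was 0.11 to 0.162 CPM before TMM scaling. Its log2 fold change was -10.15 with a standard error of 0.998 and an adjusted p of 5.21e-05 in the edgeR test. With 0 counts at the nodule stage, this fold change and the standard error derived from it depend on the prior count that edgeR adds. The standard error is therefore no measure of precision to set against those of the other named genes. In the infected roots from 1 to 12 dpi the mean of Araip.BJA2B lay between 4.80 and 17.6 CPM. The next largest fall was in Araip.J5ICA, also of the B genome, from 12.6 ± 16.5 CPM to 0.0208 ± 0.036 CPM (SD, n = 3). Its log2 fold change was -9.11 with a standard error of 2.02 and an adjusted p of 0.0081. The uninfected replicates of Araip.J5ICA had 2.44, 3.57 and 31.6 CPM, a spread larger than their mean, and its adjusted p was 0.143 without replicate 1 and 0.17 without replicate 2.

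With the replicate block, paired by the labels, all 4 named genes kept their direction and an adjusted p under 0.05.

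**Figure D3:**
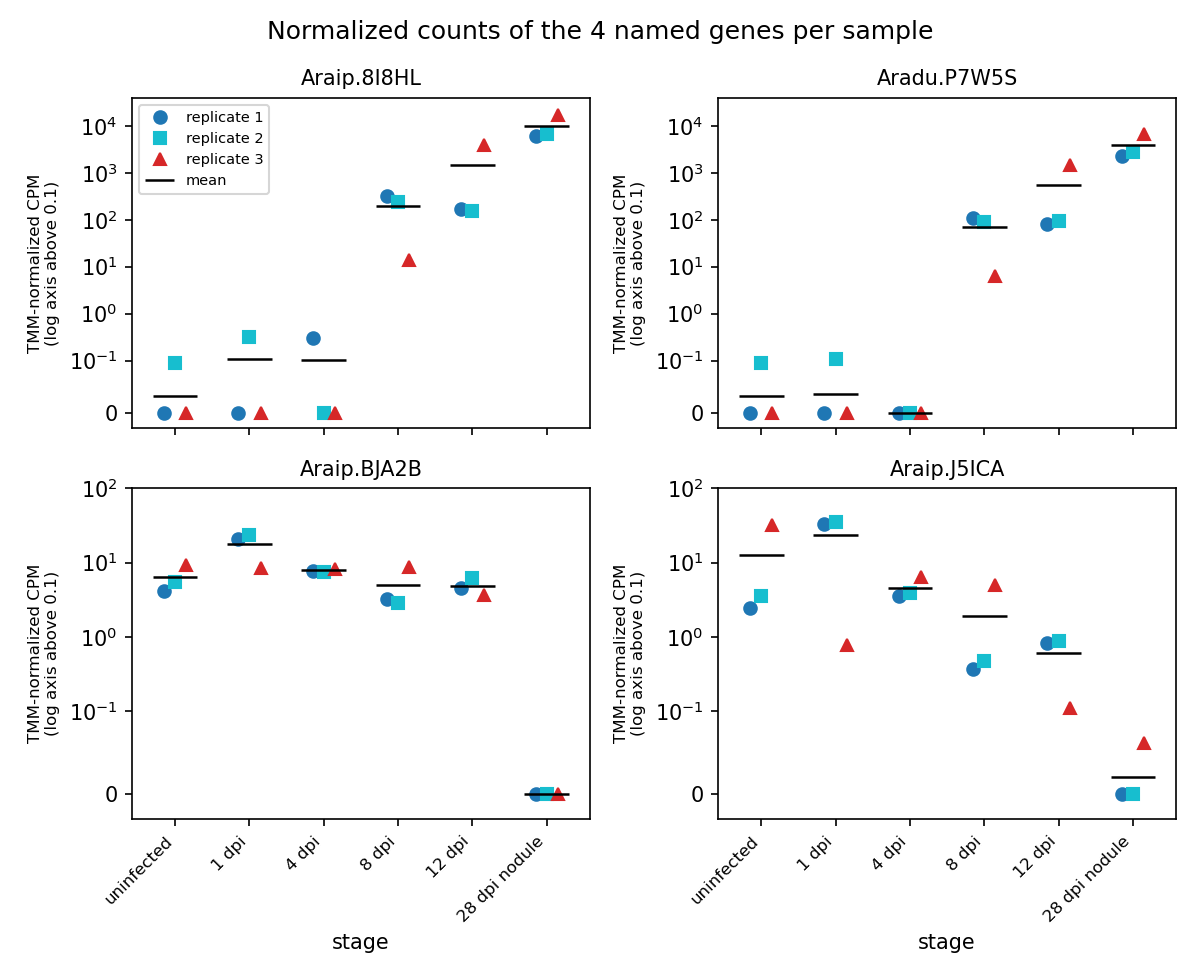
TMM-normalized CPM of the 4 named genes in each sample by stage, on axes that are logarithmic above 0.1, with the mean of 3 replicates as a line. The nodule-stage values of Araip.8I8HL and Aradu.P7W5S lie above all others of these genes, and replicate 3 lies below replicates 1 and 2 at 8 dpi and above them at 12 dpi.

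The share of gene counts on A-genome genes was compared between stages to ask whether the balance of the subgenomes shifts. It was 46.2 ± 0.547% (SD, n = 3) in uninfected roots and had means of 45.9% to 46.1% in the infected stages. The largest difference from uninfected roots was -0.309 percentage points, at 1 dpi (exact permutation test, p = 0.5, adjusted p = 1 over 5 comparisons). The spread in uninfected roots lay between replicate 3, at 46.8%, and replicates 1 and 2, both at 45.9%. With the pairing of the labels as a block the p of this difference was 0.25 in an exact sign-flip test, the smallest it can give. Without replicate 3, within 1 shipment, the differences were -0.0323 percentage points at 1 dpi, 0.255 at 4 dpi, 0.163 at 8 dpi, -0.0321 at 12 dpi and 0.388 at the nodule stage, where all 3 replicates had given -0.227. The exact permutation p was 0.333 in each of these 5 comparisons, the smallest that 2 against 2 samples can give.

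The 10 most abundant genes of each sample took 3.34 ± 0.561% (SD, n = 3) of the gene counts in uninfected roots, 2.94 ± 0.924% at 1 dpi, 3.06 ± 0.0975% at 4 dpi, 2.77 ± 0.0931% at 8 dpi and 3.42 ± 0.88% at 12 dpi. At the nodule stage they took 8.39 ± 1.17%. The nodule stage exceeded uninfected roots by 5.05 percentage points, with every nodule-stage sample above every uninfected one (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 samples can give, adjusted p = 0.5 over 5 comparisons). With the pairing of the labels as a block the difference was the same, with an exact sign-flip p of 0.25. Without replicate 3, within 1 shipment, the difference was 4.72 percentage points. The other 4 stages differed from uninfected roots by -0.569 to 0.0783 percentage points, with exact permutation p-values of 0.2 to 0.8.

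**Figure D4:**
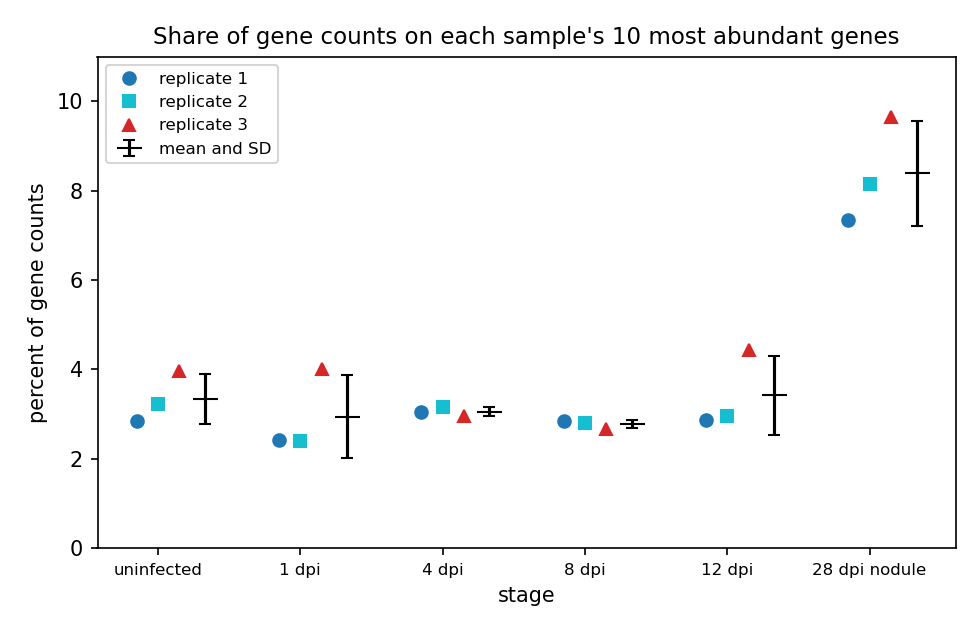
Percent of each sample's gene counts that fall on its 10 most abundant genes, by stage, with replicates as points and the mean and SD of 3 replicates beside them. The nodule-stage samples lie between 7.35% and 9.66%, and the highest of the other samples is at 4.44%.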

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

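Of the tests in this part, the one that removes the most abundant genes was chosen before its result was seen, and the others were chosen afterwards.

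The tally of uniquely aligned reads outside genes enters no comparison of the report, and at the nodule stage it lay above the level of the control samples. These reads made up 38.8 ± 0.0429% (SD, n = 3) of the uniquely aligned reads at the nodule stage and 34.8 ± 0.61% in uninfected roots, a difference of 4.07 percentage points with every nodule-stage sample above every uninfected one. The two-sided exact permutation p was 0.1, the smallest that 3 against 3 samples can give, and 0.333 after adjustment over 5 comparisons. This stage was picked from 3 tallies at 5 infected stages because all its samples exceeded the uninfected ones. Such a separation always gives the smallest p of this test, so the p is no separate evidence. The adjustment does not cover the other tallies. The other infected stages had means of 33.5% to 35.8%, and replicate 2 at 1 dpi reached 38.2%.

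Library size gave no account of it: mean gene totals differed by 1.04 M counts (mega-counts) and the totals of both groups overlapped. Shipment did not either, since the same-numbered differences were 3.89, 3.53 and 4.78 percentage points, the smallest being 3.53. Their positive sign follows from the selection of this stage, while their size does not. Genomic DNA in the nodule libraries would be likely to raise the number of genes with at least 1 count. At equal depth that number changed by -1522, -3063 and 1396 genes in the 3 same-numbered pairs, so it rose in replicate 3 alone. Without the 100 most abundant genes the nodule-stage excess was 5.53 percentage points. These genes take more of the counts at the nodule stage, so their removal raises the share outside genes there by arithmetic, and the test does not bear on the origin of the excess. Transcripts of the nodule stage that lie outside the annotated genes, reads of bacterial origin, and the age of the plants were not tested, since no annotation or genome was used here. The excess therefore cannot be assigned to a technical or a biological origin.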

How the results depend on the processing

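The alternatives here were chosen before the data were examined, except for the sum of replicates 1 and 2, which was added after their near-identity was seen. DESeq2 size factors in place of TMM, and an added threshold of 1 on the log2 fold change, kept all 10 gene counts within 1.5 times of the reported values. Outside the omission of single replicates, 48 of the gene counts under an alternative moved beyond that. The cause was not tested except where a simulation is given among the other observations.

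In the order 1, 4, 8 and 12 dpi and nodule stage against uninfected roots, the reported counts were 0, 942, 1, 607 and 5523 genes. The successive comparisons gave 0 (4 against 1 dpi), 1 (8 against 4), 0 (12 against 8) and 1486 (nodule stage against 12 dpi), and the joint test gave 5438. Beside the counts of 0, 4940, 4215 and 2303 genes had an unadjusted p under 0.05.

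With DESeq2 the counts against uninfected roots were 522, 2901, 1437, 1943 and 7686, the successive ones 484, 556, 74 and 3816, and the joint one 10479. With shipment as a covariate they were 26, 2346, 504, 1478 and 8537, then 23, 204, 2 and 4389, and 9713. With the replicate number as a block, in the pairing of the labels, they were 3, 1556, 1, 1017 and 7496, then 0, 14, 0 and 3469, and 7871. With replicates 1 and 2 summed they were 0 at 1, 4, 8 and 12 dpi, where 2161, 3525, 2460 and 3544 genes had an unadjusted p under 0.05. The nodule stage kept 152, the successive comparisons gave 0 each (1296, 1093, 558 and 2702 at an unadjusted p under 0.05), and the joint test gave 275. In fits of the 2 groups alone the counts were 0, 0, 0, 111 and 1842 against uninfected roots and 398, 0, 0 and 139 for successive stages. In that setting 3333, 5068 and 4626 genes had an unadjusted p under 0.05 at 1, 4 and 8 dpi, and 3473 and 3148 for 8 against 4 and 12 against 8 dpi.

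Without the filter on low counts, 7 genes were called at 1 dpi, 35 at 8 dpi, 3 for 4 against 1 dpi and 188 for 8 against 4 dpi. With at least 10 counts in every sample, 303 were called at 12 dpi, 3 for 4 against 1 dpi, 0 for 8 against 4 dpi (1853 at an unadjusted p under 0.05) and 940 for the nodule stage against 12 dpi. With plain totals in place of TMM, 2 were called at 8 dpi and 48 for 8 against 4 dpi. At the nodule stage against uninfected roots, plain totals gave 2372 higher and 3356 lower genes, where TMM gave 2917 and 2606. Fits of the 2 groups alone gave 1386 higher and 456 lower, and the sum of replicates 1 and 2 gave 137 and 15. DESeq2 gave 3941 higher and 3745 lower, and the replicate block 3883 and 3613.

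The fits that each left out a replicate spread most. Across 9 such fits per comparison, the counts ranged from 0 to 9766 genes at 1 dpi, from 0 to 14501 at 4 dpi, from 0 to 14462 at 8 dpi, from 0 to 10183 at 12 dpi and from 87 to 21045 at the nodule stage. They ranged from 0 to 11387 for 4 against 1 dpi, from 0 to 8984 for 8 against 4 dpi, from 0 to 12014 for 12 against 8 dpi and from 0 to 20421 for the nodule stage against 12 dpi. The joint test ranged from 206 to 30079 over 21 fits. Every highest count came from the fit without replicate 3. The lowest count was reached without replicate 1 or without replicate 2 in all samples, and in some comparisons a count of 0 was also reached by leaving out a single sample. In the fits without replicate 1, 2209 genes at 1 dpi, 3687 at 4 dpi, 2594 at 8 dpi, 3763 at 12 dpi, 1345 for 4 against 1 dpi, 1070 for 8 against 4 dpi, 599 for 12 against 8 dpi and 2676 for the nodule stage against 12 dpi had an unadjusted p under 0.05.

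The filter of at least 10 counts in every sample removes all 4 named genes, so it gave no value for them. They kept their direction in the other alternatives run on them and in the fits without a replicate. Araip.J5ICA lost significance with replicates 1 and 2 summed (log2 fold change -9.62, adjusted p 0.143 by edgeR's quasi-likelihood test). In the fits without a replicate, 5 results of Araip.8I8HL, Aradu.P7W5S and Araip.J5ICA did so. Araip.BJA2B stayed under an adjusted p of 0.05 in each.

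None of the share comparisons had an adjusted p under 0.05 in the report, and several changed sign. Measured as the mean log2(CPM + 1) difference of A and B genes, the change from uninfected roots was 0.00162 at 4 dpi, 0.00175 at 8 dpi, 0.00578 at 12 dpi and 0.000344 at the nodule stage, against falls in the A share of counts. With the same 10 genes in every sample, the top-gene share differed by 0.124 at 1 dpi, 0.419 at 4 dpi and 0.383 percentage points at 8 dpi, against falls for each sample's own top 10. At 12 dpi the difference was 0.9285 with the same 10 genes and -0.776 with the 100 most abundant genes. Each sample's own top 10 gave 0.0783 there. With the same 10 genes the unadjusted exact permutation p was 0.1 at 4 and 12 dpi, the smallest possible, and 0.9 and 0.3 at 1 and 8 dpi. In fits leaving out a replicate number, the A share difference ranged from -0.217 to 0.255 at 4 dpi, from -0.428 to 0.163 at 8 dpi and from -0.543 to 0.388 at the nodule stage. The top-gene difference ranged from -0.523 to 0.0656 at 4 dpi, from -0.123 to 0.248 at 12 dpi and from 4.72 to 5.32 at the nodule stage, where it stayed positive in every setting tried.

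Depth limits low genes most: in a single sample, 3 counts correspond to 0.0926 to 0.184 CPM, and levels below that were not detectable.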

Other observations

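Of the tests in this part, the assignment of replicate 3 to stages, the effect of exchanging 8 and 12 dpi on the correlation, and the other splits of the samples were chosen before their results were seen; all others, simulations included, were chosen afterwards.

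Replicates 1 and 2 of each stage were nearly identical, with a median biological coefficient of variation of 11.5%, and replicate 3 stood apart. A library deposited more than once would give a chi-square ratio close to 1 for the pair, and the smallest of the 6 ratios was 2.33. Extra counting noise, as amplified copies of a molecule would give, may contribute: among genes with 20 to 50 counts the ratio exceeded what the pair's own coefficient of variation predicts by at least 1.73 times in all 6 pairs. Whether replicates 1 and 2 came from the same plants, the same RNA or separate plants was not tested, and the labels do not say.

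The difference of replicate 3 from replicates 1 and 2 was partly shared between stages, with a mean correlation of 0.222 across genes over the 15 pairs of stages. These correlations lay between 0.0471 and 0.328, so a part of the difference was common to the stages. How far a common shipment effect extends, beside differences particular to each stage, was not determined. Replicate 3 had the largest gene total in 3 of the 6 stages, so its library size did not set it apart. Labels of replicate 3 were also tested for an exchange: of all 720 assignments of these samples to stages, 10 matched the profiles of replicates 1 and 2 at least as well as the labelled one, or 1.39%. By this test the labels of replicate 3 carry stage information as a whole. At the level of single stages, 4 of the 6 profiles of replicates 1 and 2 matched the replicate 3 sample of their own label best. The 2 that did not were 8 dpi and the uninfected roots, the only control. Read the other way, 3 of the 6 replicate 3 samples matched their own stage best, and those of uninfected roots, 8 dpi and 12 dpi did not. The uninfected profile of replicates 1 and 2 correlated at 0.33 with replicate 3 at 8 dpi and at 0.148 with uninfected replicate 3. Exchanging uninfected and 8 dpi in replicate 3 raised the mean correlation over stages by 0.0077, to 0.267.

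The best of the 720 assignments exchanged 8 and 12 dpi in replicate 3 and left the other 4 stages in place. It raised the mean correlation by 0.0308, from 0.259 to 0.29. The best assignment cannot lie below the labelled one, so this rise alone is weak evidence of exchanged labels. Replicate 3 at 8 dpi correlated at 0.0784 with the 12 dpi profile and at -0.132 with the 8 dpi profile. Replicate 3 at 12 dpi went the other way, with 0.276 for the 12 dpi profile and 0.25 for the 8 dpi profile. A second test went against an exchange. Each sample was placed between uninfected roots (0) and the nodule stage (1) of its own shipment, by genes with a log2 rise above 3 in the other shipment. The 8 dpi samples lay at 0.535 and 0.562 in replicates 1 and 2 and at 0.025 in replicate 3, and the 12 dpi samples at 0.734, 0.73 and 0.736. The 1 dpi samples lay at -0.302, -0.296 and -0.133 and the 4 dpi samples at -0.323, -0.257 and -0.0767. The scale thus did not rise steadily with time. The exchange increased the summed distance between shipments by 0.367, from 0.528 to 0.894. The replicate 3 scale also starts from its uninfected sample, which correlated at only 0.148 with the uninfected profile of replicates 1 and 2. The tests point in different directions and neither decides the question. It remains open whether replicate 3 at 8 dpi is a slower infection, an exchanged sample or neither, and the labels were kept.

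Replicate 3 had the fewest genes with at least 1 count in all 6 stages. With every library thinned to 16341649 counts, the smallest total, it remained lowest in 6 of 6 stages, by a mean of -3363 genes (two-sided exact sign-flip test, p = 0.0312, the smallest that 6 stages can give). Depth therefore did not produce the difference. All 6 replicate 3 libraries were taken as 1 shipment, so the stages are not independent in this test. The p does not measure whether the difference would recur in another shipment. The ratio of genes with 1 count to genes with 2 to 5 counts was also lowest in replicate 3 in 6 of 6 stages, at 0.326 to 0.384 against 0.385 to 0.627 in the others. This is consistent with fewer distinct molecules in the replicate 3 libraries, and no biological explanation was tested.

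For each comparison, 4 splits of the 6 samples part all 3 same-numbered pairs, the real one included, so the share of splits with as many genes cannot fall under 0.05. The number of these splits that gave as many called genes was 1 for 4 dpi, 12 dpi and the nodule stage against uninfected roots, and 1 for 8 against 4 dpi and for the nodule stage against 12 dpi. It was 2 for 8 dpi against uninfected roots. For 1 dpi against uninfected roots, 4 against 1 dpi and 12 against 8 dpi it was 4, since the real split called 0 genes there, with 4940, 4215 and 2303 genes at an unadjusted p under 0.05. The other 6 splits of each comparison part 1 same-numbered pair and gave 0 genes each, with 269 to 8210 genes at an unadjusted p under 0.05 over all comparisons. The split that exchanged only replicate 3, and so kept replicates 1 and 2 together, gave 575 genes for 8 dpi against uninfected roots, where the real split gave 1, and 297 for 12 against 8 dpi, where it gave 0. It gave 16 for 1 dpi against uninfected roots and 5 for 4 against 1 dpi, where the real splits gave 0. It gave 1452 for the nodule stage against uninfected roots, where the real split gave 5523. It gave 0 for 4 dpi (real 942), 12 dpi (real 607), 8 against 4 dpi (real 1) and the nodule stage against 12 dpi (real 1486), with 3888, 2508, 2311 and 4952 genes at an unadjusted p under 0.05.

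For the joint test, stages were reassigned within each replicate number in 50 regroupings, the real one included, and 1 of the 50 gave as many genes as the real 5438. The highest of the others was 1369. These regroupings also part replicates 1 and 2 of a stage, which were nearly identical. Low counts can therefore arise from parting the pair, and they do not by themselves show a stage difference. When only replicate 3 was reassigned and replicates 1 and 2 were kept together, 3 of 50 gave as many genes, the highest being 6533 and the median of the others 1980. All 49 of the other regroupings of this kind called at least 1 gene. With replicates 1 and 2 kept together, the joint count is thus not set apart from other assignments of replicate 3 at a share of 0.05. These assignments keep the stage contrast in replicates 1 and 2, so they are not a control without differences.

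Simulated counts without any stage difference were used to ask how many genes are called when replicates 1 and 2 share a deviation that replicate 3 does not. The simulation was run in 2 versions of 4 runs each, and the second was made after the first had been seen. In the first, the shared deviation was taken directly from the variation over stages of the difference between shipments. Replicates 1 and 2 correlated more closely there (median r 0.985) than in the real data (0.974). The first version called 5104 to 5629 genes in the joint test and 533 to 848 in the 9 comparisons. In the second, counting noise within a pair was matched to the real pairs and subtracted from the deviation (median r 0.972). It called up to 2667 genes in the joint test, 338 for the nodule stage, 388 for 4 dpi and 295 for 12 dpi against uninfected roots, and 383 for the nodule stage against 12 dpi. With replicates 1 and 2 summed, only the joint test and the nodule stage against uninfected roots were computed, and both called 0 genes in all runs of both versions. When all 3 replicates deviated independently, which was run 2 times in each version, the joint test and the 9 comparisons called 0 genes. Neither version included a difference between shipments common to all stages, while 12942 genes differed between shipments in the real data. Neither version resembles the real data in every respect: with the shared deviation each of the 9 comparisons called at least 170 genes in every run, while 5 of the 9 real comparisons called 0 or 1.

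The comparison of 2 counts with the simulations depends on the version. The real joint count of 5438 and the 607 genes at 12 dpi exceed the highest counts of the second version, 2667 and 295, but not those of the first, 5629 and 728. The 12 dpi count, and the size of the joint count, cannot be told apart from a shared deviation of replicates 1 and 2. That reading rests on simulations without a common shipment difference. With replicates 1 and 2 summed the joint test gave 275 genes in the real data and 0 in the simulations. This favours a difference in some genes. It does not settle it, since regroupings were examined only for the data before summing. The 5523 genes of the nodule stage, the 942 at 4 dpi and the 1486 for the nodule stage against 12 dpi exceed both versions, whose highest counts were 848, 787 and 769 in the first. With replicates 1 and 2 summed, however, 0 genes were called at 4 dpi and for the nodule stage against 12 dpi (3525 and 2702 at an unadjusted p under 0.05), and 152 at the nodule stage against uninfected roots. Exchanging only replicate 3 between the nodule stage and uninfected roots in the real data gave 1452 genes, also above the simulated 848. That split keeps the stage contrast in replicates 1 and 2, so it is not a control without differences. It shows only that a count above 848 did not need replicate 3 to share the change. The same exchange gave 0 genes at 4 dpi and for the nodule stage against 12 dpi. A count above the simulations is still weak evidence, since neither version resembles the real data in every respect. A candidate explanation is that a part of these calls reflects stage and another part the tie between replicates 1 and 2, since the same model called up to 848 genes at the nodule stage in the first version and 338 in the second, where none differed. This is a hypothesis, as the simulations were built from the same data.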
